A study of Mus musculus with 18 samples. Its data were reported in "RFX transcription factors are essential for hearing in mice" (2015).

How the data were processed

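RNA was measured in cells sorted from the inner ears of newborn mice (postnatal day 1, P1) that carry a nuclear green fluorescent protein (GFP) under control of Atoh1 sequences. Cells positive for GFP and for the epithelial surface protein CD326, which Epcam encodes, were taken as hair cells (HC). CD326-positive cells without GFP were the epithelial non-hair cells (ENHC), which the study also calls sensory epithelium non-hair cells, and cells with neither were the non-epithelial cells (NEC). This gate does not remove neurons, glia, vessels or blood cells from the NEC, and it takes Epcam and GFP as selection criteria. Each of the 3 cell types came from the cochlea and from the vestibular system, which gives 6 groups of 3 arrays each, 18 arrays in all. Total RNA was pre-amplified with the NuGEN Ovation V2 kit, labelled with biotin and hybridised to Illumina mouse whole-genome BeadChips, and bead signals were summarised per probe in Bead-Studio, whose version is not given in the sources used here.

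The authors deposited the signal of each probe as an intensity without background subtraction and without normalization between arrays. Beside it the authors deposited a detection p-value per probe and array, which compares the probe with the negative controls of that array. A second deposited table holds intensity values on the linear scale, and it was checked to equal the quantile-normalized signals to within 0.290%. All comparisons start from the first table, and the second serves as an alternative. Of 45281 probes, 34885 carry 1 gene symbol, 18 carry several and 10378 carry none. The symbols came with the probes, and a lookup in a RefSeq gene table changed 0 of them.

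The limma package 3.58.1 in R 4.3.3 was used for all tests. Signals were background-corrected by the normexp model with the background taken from the detection p-values, an offset of 16 was added, the arrays were quantile-normalized and values were taken to log2. Probes detected at a p-value under 0.01 on at least 2 arrays were kept, as the study's methods state, which left 24352 probes, of which 20146 carry 1 symbol. Each gene was represented by its kept probe with the highest mean log2 value, and 5126 of the 12002 genes tested had more than 1 kept probe. A linear model with 1 mean per group was fitted to all 18 arrays, so that all groups share their estimate of the spread, and contrasts were tested with empirical Bayes moderation and Benjamini-Hochberg adjustment over the 12002 genes, 2-sided, at an adjusted p of 0.05. Differences are given as log2 values ± their standard error. The p-values measure the spread between biological replicate samples, each pooled from several mice, and not between single mice. The study's analysis of variance was followed by a moderated F test among the 6 groups and, as an alternative, by an unmoderated 2-way model, both over probes at a false discovery rate of 5%.

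A gene that was not detected on any array of one side of a contrast has no measurable ratio. Its fold is given as a lower bound, computed against the intensity that separates detected from undetected probes on each array, and written "at least". The log2 differences of such genes, and interactions of genes undetected in any of the 4 groups, come from the model and depend on the offset. List medians come from the model and, in parentheses where they differ, with such genes at their bounds. Folds of genes that only some arrays of a side detected rest in part on background. Marker genes followed the limits in the study's methods, on quantile-normalized signals of the kept probes without background correction: above 250 on all 3 arrays of a cell type and below 120 on all 6 arrays of the other cell types of that organ. The methods ask for a low value in all other samples, and taking these within the organ is a reading chosen here. For a marker specific to 1 organ, a signal below 120 was also required on the 3 arrays of the same cell type of the other organ, a detail chosen here.

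Gene lists cover hair cell transcription factors, hair bundle and mechanotransduction, synapse and neurosecretion, calcium buffers and ion channels of hair cells, intraflagellar transport and the BBSome, axoneme and motile cilium, the RFX family, the Notch pathway, supporting cell and prosensory genes, tectorial and otolithic membrane matrix, cell cycle, epithelial genes, ion transport of the nonsensory epithelium, the dissociation and heat shock response, genes known to differ towards the cochlea or towards the vestibular system, and markers of mesenchyme, endothelium, erythroid cells, macrophages and leukocytes, neurons, Schwann cells and glia, melanocytes, and cartilage and bone. Orthologues of human deafness genes and the putative RFX targets were taken from the study, which picked the targets partly on these arrays. Of the members measured, 20 of 48 axoneme genes, 17 of 41 intraflagellar transport genes and 6 of 38 hair bundle genes are also putative RFX targets, and 17 hair bundle genes are also deafness orthologues. Lists with at least 5 measured genes were tested with camera at its preset correlation of 0.01, 2-sided, adjusted over the lists of a contrast, beside camera with an estimated correlation and fry. Camera compares a list with all other genes, whereas fry tests whether its members move on balance in 1 direction. Shares of a list higher in HC were tested with Fisher's exact test against all other tested genes.

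Genes were named by a rule fixed before the data were examined, as were the lists, the tests, the thresholds and the alternatives except where the closing part says otherwise. Among called genes whose arrays do not overlap between the sides, in each organ for contrasts over both organs, and whose symbols are not clone names, each direction gives the 6 largest differences among genes detected on both sides and the 4 largest lower bounds for HC against ENHC and for the organ contrasts of HC and of ENHC. For the other contrasts these numbers are 3 and 2. Members of a list are examples with the smallest adjusted p, and Atoh1, Pou4f3, Gfi1, Epcam, Slc26a5, Ocm and the RFX family are given in any case. The files analysed name no probe for GFP, whose level is not analysed here.

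On simulated data for the same 12002 genes, 200 of them changed, the fit recovered 85.9% of genes with a log2 change of 1 for HC against ENHC over both organs, 52.5% for cochlear against vestibular HC, 39.1% for ENHC, 50.0% for NEC and 27.0% for the interaction. At a log2 change of 2 these shares were 100%, 95.5%, 93.2%, 91.4% and 78.6%. Unchanged genes made up 5.11%, 4.95%, 3.0%, 8.49% and 14.5% of the calls in these comparisons, 9.59% for ENHC against NEC, 8.05% for HC against NEC and 6.5% of the calls of all 9 comparisons, where 5% was aimed at. Alternatives tried were no background correction, an offset of 50, median scaling, cyclic loess, no filter, a stricter filter, the second table, the replicate number as a block, only the arrays compared, an intensity trend with robust moderation, array weights, the mean of a gene's probes, each array left out in turn, and other marker thresholds. Same-numbered arrays of different groups were checked for shared deviations from their group means, and the numbers paired the samples in 11 of 15 pairs of groups. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The study's knockout mice, sequencing and tissue stains are not analysed here.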

Results

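The 18 arrays report the RNA of HC, ENHC and NEC from the cochlea and the vestibular system of P1 mice, with n = 3 arrays in each of the 6 groups. Between 16668 and 19564 probes were detected per array, array medians of the raw signal were 89.2 to 121.8, and the number of arrays limits the precision. All 18 arrays fell with their cell type in 3 clusters, and the closest array to each one belonged to its own group. Correlations across the 24352 kept probes, which are not independent replicates, had a median of 0.965 within groups, 0.929 for the same cell type in the other organ and 0.823 for other cell types of the same organ. Among the 6 groups, 13953 of 24352 probes (57.3%) differed by the moderated F test, and they stand for 8073 genes.

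**Figure D1:**
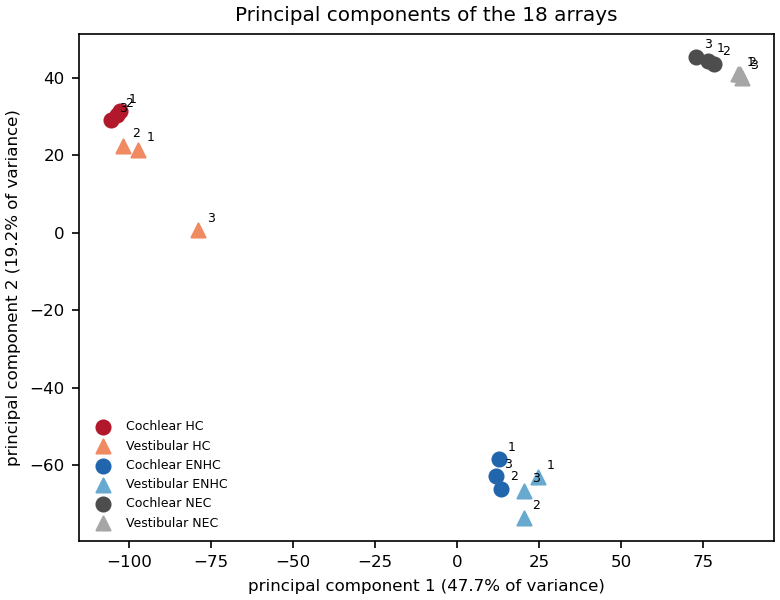
Principal components of the 18 arrays over the kept probes, with component 1 (47.7% of the variance) on the horizontal and component 2 (19.2%) on the vertical axis, and 1 point per array marked by cell type and organ. Component 1 places HC between -105.4 and -78.8, ENHC between 11.7 and 24.7 and NEC between 72.7 and 86.8, and the HC array at -78.8 is Vestibular HC replicate 3.

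The comparison of HC with ENHC, over both organs and with n = 6 arrays on each side, asks which genes set sensory hair cells apart from the epithelium around them. Of calcium buffers, Pvalb, detected on 1 of 6 ENHC arrays, was 82.2-fold higher in HC (log2 6.36 ± 0.19, adjusted p = 3.67e-15). Calb2 (calretinin) was 43.7-fold higher (log2 5.45 ± 0.28, adjusted p = 1.22e-11). Cabp2, a calcium sensor of the ribbon synapse, was 59.3-fold higher (log2 5.89 ± 0.21, adjusted p = 5.9e-14). Gfi1, a zinc finger factor undetected in cochlear ENHC, was 55.8-fold higher (log2 5.80 ± 0.19, adjusted p = 1.45e-14). Nefm, a neurofilament subunit, was 61.3-fold higher (log2 5.94 ± 0.23, adjusted p = 2.13e-13), and the long noncoding RNA Miat 49.7-fold (log2 5.64 ± 0.37, adjusted p = 3.67e-10). Lhfpl5, a subunit of the mechanotransduction complex, was detected on all HC and no ENHC arrays and was at least 40-fold higher (adjusted p = 6.34e-17). The same held for the cilium gene Cfap206 (at least 31.8-fold), the zinc finger factor Myt1 (at least 29.9-fold) and the small GTPase Rasd2 (at least 29.6-fold).

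In the other direction Ttr, a thyroid hormone carrier, was 47.6-fold higher in ENHC (log2 -5.57 ± 0.33, adjusted p = 9.43e-11). Of HC arrays Vestibular HC replicate 3 alone detected it. Vmo1, a secreted protein of the otic epithelium, was 47.4-fold higher (log2 -5.57 ± 0.21, adjusted p = 1.35e-13). Gpc3, a glypican, was 34-fold higher (log2 -5.09 ± 0.29, adjusted p = 5.04e-11), Fgfr2, a fibroblast growth factor receptor, 29.5-fold (log2 -4.88 ± 0.25, adjusted p = 1.26e-11), and Matn1, a cartilage matrix protein, 28.4-fold (log2 -4.83 ± 0.43, adjusted p = 2.58e-08). Cldn11, a tight junction claudin, was 28.4-fold higher in ENHC (log2 -4.83 ± 0.16, adjusted p = 1.14e-14). The proteoglycan gene Ogn (at least 15.7-fold), the guidance ligand Slit3 (at least 9.8-fold), the prostaglandin synthase Ptgds (at least 9.75-fold) and the endocytic receptor Lrp2 (at least 9.74-fold) were detected on all ENHC and no HC arrays.

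Over all genes, 5644 of 12002 differed, 2652 higher and 2992 lower in HC, and 1173 and 1321 of them changed at least 2-fold. The share higher in HC was 47.0%, and 56.4% with median scaling. Among genes with several probes, 47 had probes called in opposite directions, among them Smarcad1 and the actin bundler Fscn2.

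Of 10 hair cell transcription factors measured 9 were higher and 0 lower (10 and 0 adjusted over the list alone), with a median log2 difference of 3.83 (3.41 with bounds) and camera adjusted p = 3.93e-10. Atoh1, which starts hair cell differentiation, was at least 12.9-fold higher (adjusted p = 2.86e-15), the neurogenic factor Nhlh1 at least 16.4-fold and the homeobox factor Barhl1 at least 12.7-fold. Pou4f3, which maintains hair cells, was detected on all 6 HC arrays and on none of the ENHC and NEC arrays, and was at least 1.58-fold higher (log2 1.65 ± 0.16, adjusted p = 6.34e-08). Over both organs Ocm, another calcium buffer, was at least 5.29-fold higher, and Slc26a5 was detected on the 3 cochlear HC arrays alone, so that no fold over both organs is given. Of 38 hair bundle and mechanotransduction genes 29 were higher and 4 lower (the same adjusted over the list alone), with a median of 2.10 (1.84 with bounds) and camera adjusted p = 3.81e-16. Xirp2, an actin-binding protein of stereocilia, was at least 26-fold higher, Ptprq, a shaft connector phosphatase, at least 22.4-fold and the unconventional myosin Myo15 at least 11.3-fold. Of 26 synaptic and secretory genes 22 were higher and 1 lower (the same adjusted over the list alone), with a median of 2.12 (1.88 with bounds) and camera adjusted p = 4.06e-14. The vesicle fusion protein Otof was at least 16.7-fold higher, the secretogranin Scg3 at least 11.5-fold and the glutamate transporter Slc17a8 29.8-fold (log2 4.90 ± 0.24, adjusted p = 6.22e-12). All 12 of 12 calcium buffer and channel genes were higher (the same adjusted over the list alone, camera adjusted p = 1.64e-11), among them the nicotinic receptor subunits Chrna10 (at least 10.6-fold) and Chrna9 (at least 15.2-fold).

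Cilium genes rose with the hair cell genes. Of 48 axoneme and motile cilium genes 45 were higher and 0 lower (the same adjusted over the list alone), with a median of 1.82 (1.63 with bounds) and camera adjusted p = 1.26e-23. Cfap52, a microtubule inner protein, was at least 9.58-fold higher, the dynein light chain Dynlrb2 29.5-fold (log2 4.88 ± 0.15, adjusted p = 6.15e-15). The tektin Tekt1 was 9.5-fold higher (log2 3.25 ± 0.14, adjusted p = 5.39e-13) and the outer arm dynein Dnah5 9.46-fold (log2 3.24 ± 0.15, adjusted p = 1.34e-12). Of 41 intraflagellar transport and BBSome genes 33 were higher and 1 lower (34 and 1 adjusted over the list alone), with a median of 0.96 (0.78 with bounds) and camera adjusted p = 1.35e-10. Among these were the transition zone protein Tmem231 (log2 2.00 ± 0.14, adjusted p = 6.01e-10) and the retrograde dynein motor Dync2h1 (log2 1.93 ± 0.15, adjusted p = 2.48e-09).

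RFX factors bind X-box sequences, which lie in front of many cilium genes. Of 215 putative RFX targets 185 were higher and 1 lower (187 and 5 adjusted over the list alone), with a median of 1.37 (1.10 with bounds) and camera adjusted p = 1.4e-35. The study drew these targets from genes enriched in HC, partly on the same arrays, so these values are no independent evidence. Examples are the ciliary gene Spag6l (at least 14.1-fold), Cfap65 (at least 24.5-fold) and the vesicle adaptor Ap3b2 (at least 10.3-fold). In shares, 86.0% of the targets and 20.9% of other genes were higher in HC, which their selection favoured. Of 4 RFX family genes measured 2 were higher and 0 lower (the same adjusted over the list alone), too few for a test. Rfx3 was 2.45-fold higher in HC (log2 1.29 ± 0.29, adjusted p = 0.00107), although its arrays overlapped. Rfx2 was 1.61-fold higher (log2 0.69 ± 0.28, adjusted p = 0.0484), but this call ended in 15 of 30 alternatives, where adjusted p ranged from 0.00411 to 0.144. They include leaving out replicate 3 of Cochlear HC, 1 or 2 of Cochlear ENHC, 3 of Cochlear NEC, 1 or 3 of Vestibular HC, 1 or 3 of Vestibular ENHC, and 2 or 3 of Vestibular NEC. Neither Rfx1 (log2 -0.29 ± 0.24, adjusted p = 0.344) nor Rfxap (log2 -0.03 ± 0.21, adjusted p = 0.925), a cofactor for MHC class II genes, was called. Rfx4, Rfx5, Rfx6, Rfx7, Rfx8 and Rfxank were not detected on enough arrays to be measured.

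Deafness orthologues were also shifted to HC: of 57 measured 32 were higher and 14 lower (the same adjusted over the list alone), with a median of 0.78 (0.66 with bounds) and camera adjusted p = 4.84e-06. In shares, 56.1% of them and 21.9% of other genes were higher in HC (odds ratio 4.55, 95% interval 2.61 to 8.03, p = 2.34e-08, Fisher's exact test, 2-sided). Among them are Lhfpl5, Otof and Loxhd1, a stereocilia protein (at least 7.45-fold).

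Genes of the surrounding epithelium fell in HC or went both ways. Of 15 tectorial and otolithic membrane matrix genes 0 were higher and 14 lower (the same adjusted over the list alone), with a median of -1.09 and camera adjusted p = 4.12e-07. Otoa, which anchors the matrix to nonsensory cells, was 8.48-fold lower in HC (log2 -3.08 ± 0.17, adjusted p = 1.91e-11), and Oc90, the main otoconial protein, 19.8-fold lower (log2 -4.31 ± 0.27, adjusted p = 1.55e-10). Of 21 epithelial genes 0 were higher and 14 lower (1 and 14 adjusted over the list alone), with a median of -1.15 and camera adjusted p = 1.15e-05. The claudins Cldn8 (11.6-fold lower, log2 -3.53 ± 0.13, adjusted p = 1.27e-13) and Cldn3 (3.1-fold) and the keratin Krt19 (at least 3.78-fold) are examples, and Epcam itself was lower in HC (log2 -0.85 ± 0.17, adjusted p = 0.000315). Of 9 genes of nonsensory ion transport 1 was higher and 5 lower (the same adjusted over the list alone), with a median of -1.76 and camera adjusted p = 0.00317. The anion exchanger Slc26a4 was 5.54-fold lower (log2 -2.47 ± 0.13, adjusted p = 1.13e-11). Notch pathway genes went both ways (9 higher and 6 lower of 18, the same adjusted over the list alone, camera adjusted p = 0.126). The ligand gene Dll3 was at least 10.4-fold higher, the fringe glycosyltransferase Mfng 18.6-fold (log2 4.22 ± 0.18, adjusted p = 6.29e-13), and the receptor Notch1 was lower (log2 -1.71 ± 0.18, adjusted p = 2.95e-07). Supporting cell and prosensory genes went both ways too (7 higher and 10 lower of 25, the same adjusted over the list alone, camera adjusted p = 0.59). Pax2 was higher in HC (log2 1.95 ± 0.14, adjusted p = 1.13e-09) and the signalling gene Bmp4 lower (log2 -3.24 ± 0.27, adjusted p = 8.44e-09).

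Marker genes by the study's intensity rule numbered 276 probes or 188 genes for HC, 32 genes for ENHC and 117 for NEC. Of the HC marker genes, 125 met the rule in the cochlea, 136 in the vestibular system and 73 in both, and those specific to 1 organ by the detail chosen here were the 5 cochlear genes B3galt5, Insm1, Pcp4l1, Slc26a5 and Wfdc12 and the 1 vestibular gene Pole. ENHC had 20 cochlear and 17 vestibular marker genes, 5 shared. Those specific to 1 organ were Crabp1, Nr2e1 and Spink5 in the cochlea and Nox3 and Tacr3 in the vestibular system. B3galt5, Pcp4l1, Wfdc12, Pole, Nox3 and Tacr3 are named because the rule returned so few, after their values were seen. These counts rest on reading the limit of 120 as one for the other cell types of the same organ. With the limit on the other cell types of both organs, an alternative chosen after the data were seen, HC had 133 marker genes, ENHC 20 and NEC 71. Then 2 genes, Insm1 and Slc26a5, were specific to cochlear HC and 0 to vestibular HC, and the ENHC genes specific to 1 organ stayed the same.

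**Figure D2:**
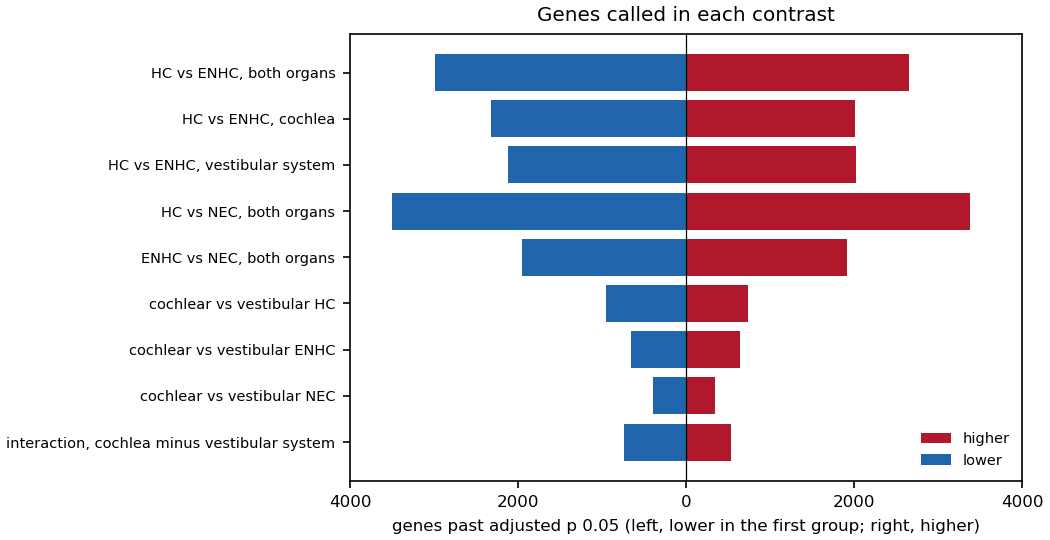
Genes called in each contrast at an adjusted p of 0.05 among 12002 genes tested, with the number of genes on the horizontal axis and bars for genes higher and lower in the first group named. The contrasts of cell types call 3863 to 6877 genes and those of organs within 1 cell type 735 to 1687.

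Within the cochlea, with n = 3 arrays on each side, the same question was asked for the organ of hearing. Gng8, a G protein subunit, was 68-fold higher in HC (log2 6.09 ± 0.25, adjusted p = 1.04e-12), Pvalb 98.1-fold (log2 6.62 ± 0.26, adjusted p = 7.24e-13) and the riboflavin transporter Slc52a3 55.7-fold (log2 5.80 ± 0.36, adjusted p = 3.49e-10). Lhfpl5 was at least 48.5-fold and Rasd2 at least 39.9-fold higher. Slc26a5, the outer hair cell motor prestin, was detected on the 3 cochlear HC arrays and on no other array, at least 20.7-fold higher (adjusted p = 4.99e-14). Atoh1 was at least 17.4-fold, Gfi1 at least 39.6-fold, Pou4f3 at least 1.62-fold and Ocm at least 2.02-fold higher. In ENHC, Oc90 was 76.4-fold higher (log2 -6.26 ± 0.38, adjusted p = 2.2e-10), the adhesion protein Tns3 50.5-fold (log2 -5.66 ± 0.22, adjusted p = 7.24e-13) and the laminin Lamb1 46-fold (log2 -5.52 ± 0.27, adjusted p = 9.43e-12). The proteoglycan Epyc was at least 96.8-fold and Gpc3 at least 65.9-fold higher in ENHC. In all 4324 genes differed, 2004 higher and 2320 lower in HC, with a share higher of 46.3%, and 50.4% with median scaling. Of 48 axoneme genes 37 were higher and 1 lower (38 and 1 adjusted over the list alone), with a median of 1.36 (0.92 with bounds) and camera adjusted p = 8.41e-15. Of 41 intraflagellar transport genes 19 were higher and 1 lower (20 and 1 adjusted over the list alone), with a median of 0.54 and camera adjusted p = 5.45e-06 and 0.0641 with an estimated correlation. Of 215 putative RFX targets 145 were higher and 5 lower (153 and 5 adjusted over the list alone), again no independent evidence, with a median of 0.94 (0.80 with bounds) and camera adjusted p = 3.26e-23. Rfx3 was not called in the cochlea (log2 0.94 ± 0.41, adjusted p = 0.0829). It was in 6 of 30 alternatives, where adjusted p ranged from 0.000619 (replicate block) to 0.378. Without Cochlear HC replicate 1, Cochlear ENHC replicate 2 or Vestibular ENHC replicate 1 it passed. Each HC array exceeded the ENHC array of its number. Epcam was lower in HC (log2 -1.02 ± 0.24, adjusted p = 0.00202), a call that ended with median scaling (adjusted p = 0.0649, over all alternatives 8.32e-05 to 0.0649). Neither Rfx2 (log2 0.34 ± 0.39, adjusted p = 0.556) nor Rfx1 or Rfxap was called.

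In the vestibular system, also with n = 3 arrays on each side, cilium genes were among those with the largest differences. Cabp2 was 98.4-fold higher in HC (log2 6.62 ± 0.30, adjusted p = 4.23e-12), Cib3, a calcium-binding partner of the transduction channel, 83.8-fold (log2 6.39 ± 0.27, adjusted p = 2.14e-12) and the microtubule inner protein Cfap45 62.4-fold (log2 5.96 ± 0.23, adjusted p = 6.79e-13). Cfap65 was at least 55-fold and Fam183b, a cilium protein, at least 51.9-fold higher. Ttr (37-fold, log2 -5.21 ± 0.47, adjusted p = 6.01e-08, detected in HC on replicate 3 alone), Vmo1 (35.8-fold, log2 -5.16 ± 0.30, adjusted p = 1.29e-10) and the zinc finger factor Gata2 (32.2-fold, log2 -5.01 ± 0.35, adjusted p = 1.66e-09) were higher in ENHC. So were the membrane protein Tmem176a (at least 14.9-fold) and the semaphorin Sema3c (at least 13.7-fold). Atoh1 was at least 9.49-fold, Gfi1 61.5-fold, Pou4f3 at least 1.55-fold and Ocm at least 13.8-fold higher in HC, and Slc26a5 was detected in neither group. In all 4142 genes differed, 2020 higher and 2122 lower in HC. The share higher was 48.8%, and 60.5% with median scaling. Of 48 axoneme genes 45 were higher and 0 lower (46 and 0 adjusted over the list alone), with a median of 2.46 (2.25 with bounds) and camera adjusted p = 2.8e-32. Of 41 intraflagellar transport genes 31 were higher and 0 lower (34 and 0 adjusted over the list alone), with a median of 1.41 (1.11 with bounds) and camera adjusted p = 3.84e-13. Of 215 putative RFX targets 179 were higher and 2 lower (185 and 3 adjusted over the list alone), again no independent evidence, with a median of 1.65 (1.41 with bounds) and camera adjusted p = 1.83e-44. Rfx3 was 3.12-fold higher in HC (log2 1.64 ± 0.41, adjusted p = 0.0039). The calls of Rfx2 (log2 1.03 ± 0.39, adjusted p = 0.0473) and Epcam (log2 -0.69 ± 0.24, adjusted p = 0.0303) ended in 15 and 5 of 30 alternatives, where adjusted p ranged from 0.00334 to 0.216 and from 0.00516 to 0.387. Arrays that ended the Rfx2 call when left out were replicate 2 of Cochlear HC, each of Cochlear ENHC, 3 of Cochlear NEC, 1 and 3 of Vestibular HC, 1 and 3 of Vestibular ENHC, and 2 and 3 of Vestibular NEC. For Epcam they were replicate 2 of Vestibular HC and 1 of Vestibular ENHC.

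Across organs, 1269 genes were higher in HC in both, where 337.3 would be shared by independent lists, and 1402 were lower in both, against 410.2. Another 105 went in opposite directions, 1548 were called in the cochlea alone and 1366 in the vestibular system alone. The log2 differences of the organs correlated at r = 0.741 across genes, which are not independent replicates.

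HC were set against NEC, with n = 6 arrays on each side, to separate what hair cells hold from the mesenchyme, vessels, blood and nerve around the epithelium. Gfi1 was 62.5-fold higher in HC (log2 5.97 ± 0.19, adjusted p = 4.56e-15), Slc52a3 58.5-fold (log2 5.87 ± 0.26, adjusted p = 4.4e-13) and Tmprss3, a protease mutated in deafness, 44.6-fold (log2 5.48 ± 0.22, adjusted p = 1.28e-13). Dynlrb2 was at least 53.5-fold and Spint1, an epithelial protease inhibitor, at least 52.8-fold higher. In NEC the beta globin Hbb-bs was 187-fold higher (log2 -7.55 ± 0.84, adjusted p = 2.95e-07), and in HC Vestibular HC replicate 2 alone detected it. The collagen Col3a1 was 74.9-fold higher in NEC (log2 -6.23 ± 0.19, adjusted p = 3.49e-15) and the secreted protein Otor 54.3-fold (log2 -5.76 ± 0.25, adjusted p = 3.64e-13). The matrix protein Tgfbi was at least 46.1-fold and Tbx18, a factor of otic mesenchyme, at least 46.1-fold higher in NEC. Epcam, on whose protein the cells were sorted, was at least 34.7-fold higher in HC, Atoh1 at least 13.8-fold, Pou4f3 at least 1.7-fold and Ocm at least 5.69-fold, while Slc26a5, not detected in vestibular HC or in NEC, has no fold over both organs. In all 6877 genes differed, 3380 higher and 3497 lower in HC. The share higher was 49.1%, and 55.5% with median scaling.

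Markers of other cell types were measured beside these genes. Of 18 mesenchyme markers 0 were higher and 17 lower (the same adjusted over the list alone), with camera adjusted p = 3.32e-11, and 0.000271 with an estimated correlation. Of 15 endothelium markers 0 were higher and 15 lower (the same adjusted over the list alone), with camera adjusted p = 2.48e-11, and 0.00317 with an estimated correlation. Emcn, an endothelial sialomucin, was at least 24.9-fold lower in HC. Of 10 macrophage and leukocyte markers 0 were higher and 7 lower (the same adjusted over the list alone), with camera adjusted p = 0.00919 and 0.266 with an estimated correlation. Of 11 Schwann cell and glia markers 2 were higher and 8 lower (the same adjusted over the list alone), with camera adjusted p = 0.00551 and 0.0884 with an estimated correlation. Of 5 melanocyte markers 0 were higher and 4 lower (the same adjusted over the list alone), with camera adjusted p = 0.0502. Of 4 erythroid markers 3 were lower (the same adjusted over the list alone), among them the heme enzyme Alas2 (at least 6.06-fold). Neuron markers went both ways in HC against NEC (6 higher and 7 lower of 18, the same adjusted over the list alone, camera adjusted p = 0.839), and their median (0.03) and mean (-0.08) differ in sign. Of 21 epithelial genes 18 were higher and 0 lower (the same adjusted over the list alone), with camera adjusted p = 4.65e-11. Of 33 cell cycle genes 1 was higher and 25 lower (1 and 27 adjusted over the list alone) in HC, with a median of -1.04 (-0.84 with bounds) and camera adjusted p = 6.95e-07. Cenpa, a centromeric histone, was 8.58-fold lower (log2 -3.10 ± 0.21, adjusted p = 3.75e-10). The matrix list went both ways (7 higher and 8 lower of 15, the same adjusted over the list alone), with Otog (at least 34.8-fold higher) against Coch (40.3-fold lower). Its median (-0.59) is negative where its mean (0.64) and its test direction are positive (camera adjusted p = 0.58). Hair cell lists rose as against ENHC, with 32 of 38 hair bundle genes (the same adjusted over the list alone), 45 of 48 axoneme genes (the same adjusted over the list alone) and 187 of 215 putative RFX targets (189 and 9 adjusted over the list alone) higher, the last no independent evidence. Rfx3 was 3.63-fold higher in HC (log2 1.86 ± 0.29, adjusted p = 1.97e-05). Rfx2 was not called (log2 0.44 ± 0.28, adjusted p = 0.186) except with array weights (adjusted p over 30 alternatives 0.0143 to 0.44). Rfx1 was not called either (log2 -0.45 ± 0.24, adjusted p = 0.117) but was with the replicate number as a block (adjusted p = 0.0283), with array weights and without Cochlear HC replicate 2, with a range over the alternatives of 0.0216 to 0.336. Its probes were called in opposite directions, as were those of 101 genes in all.

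ENHC against NEC, with n = 6 arrays on each side, compares epithelium with other tissue. Oc90 was 87.3-fold higher in ENHC (log2 6.45 ± 0.27, adjusted p = 4.81e-13), Lmx1a, a LIM homeobox factor of the otic vesicle, 57.3-fold (log2 5.84 ± 0.35, adjusted p = 1.13e-10) and the keratin Krt18 39.3-fold (log2 5.30 ± 0.23, adjusted p = 1e-12). Spint1 was at least 63.9-fold and Epcam at least 62.5-fold higher. In NEC, Hbb-bs was 120-fold higher (log2 -6.91 ± 0.84, adjusted p = 1.95e-06), Tgfbi 52.9-fold (log2 -5.73 ± 0.20, adjusted p = 6.42e-14) and Tbx18 42.2-fold (log2 -5.40 ± 0.14, adjusted p = 9.9e-16). The globin Hbb-b2 was at least 49.4-fold and the lectin Chodl at least 22.4-fold higher there. In all 3863 genes differed, 1913 higher and 1950 lower in ENHC. All 21 of 21 epithelial genes were higher (the same adjusted over the list alone, camera adjusted p = 1.76e-26). Of 25 supporting cell and prosensory genes 16 were higher and 1 lower (the same adjusted over the list alone), with camera adjusted p = 1.14e-06 and 0.0583 with an estimated correlation. Of 9 nonsensory ion transport genes 7 were higher and 1 lower (the same adjusted over the list alone), with camera adjusted p = 2.46e-05. Of 15 matrix genes 7 were higher and 2 lower (8 and 3 adjusted over the list alone), with camera adjusted p = 5.69e-05 and 0.0998 with an estimated correlation. The tectorial membrane genes Otog (at least 55.1-fold), Tectb (at least 43.6-fold) and Tecta (at least 40.5-fold) were higher. Of 15 endothelium markers 0 were higher and 15 lower (the same adjusted over the list alone), with camera adjusted p = 1.45e-17. Of 18 mesenchyme markers 0 were higher and 14 lower (the same adjusted over the list alone), with camera adjusted p = 3.39e-12. Of 18 neuron markers 1 was higher and 10 lower (1 and 11 adjusted over the list alone), with camera adjusted p = 0.000219 and 0.098 with an estimated correlation. Of 10 macrophage markers 0 were higher and 9 lower (the same adjusted over the list alone), with camera adjusted p = 3.75e-05 and 0.0998 with an estimated correlation. Of 4 cartilage and bone markers 2 were higher in ENHC (2 and 1 adjusted over the list alone), too few for a test, while against HC all 3 called were higher in ENHC. Of 33 cell cycle genes 0 were higher and 25 lower (1 and 27 adjusted over the list alone) in ENHC, with camera adjusted p = 2.84e-09, among them the ribonucleotide reductase Rrm2 (log2 -2.09 ± 0.19, adjusted p = 3.36e-08). Rfx3 was not called (log2 0.57 ± 0.29, adjusted p = 0.155), but was with the replicate number as a block and without replicate 1 of Cochlear or Vestibular ENHC, with adjusted p over the alternatives from 0.00251 with the block to 0.353. Atoh1, Gfi1, Pou4f3, Ocm and Slc26a5 were not called between ENHC and NEC.

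Cochlear against vestibular HC, with n = 3 arrays on each side, asks how hearing and balance hair cells differ at birth. Slc26a5 was at least 23.9-fold higher in cochlear HC (adjusted p = 5.53e-13), where prestin drives the motility of outer hair cells. Laptm5, a lysosomal membrane protein also found in leukocytes, was 23-fold higher (log2 4.52 ± 0.68, adjusted p = 8.9e-05), Lmo3, a LIM cofactor, 15.4-fold (log2 3.95 ± 0.30, adjusted p = 3.08e-08) and the zinc finger gene Zfp503 15-fold (log2 3.91 ± 0.42, adjusted p = 2.09e-06). Gng8 was 13.9-fold higher (log2 3.80 ± 0.25, adjusted p = 3.8e-09), the kinesin Kif21b 13.9-fold (log2 3.79 ± 0.36, adjusted p = 4.83e-07) and the prostacyclin receptor Ptgir 13-fold (log2 3.70 ± 0.25, adjusted p = 4.91e-09). Detected in cochlear but not vestibular HC were the lysyl oxidase Lox (at least 7.3-fold) and the zinc finger factors Bcl11b (at least 7.12-fold) and Insm1 (at least 6.91-fold).

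Vestibular HC held more Cib3 (96.6-fold, log2 -6.59 ± 0.27, adjusted p = 1.42e-11). The retinoic acid enzyme Aldh1a3 was 46.3-fold higher in vestibular HC (log2 -5.53 ± 0.25, adjusted p = 4.46e-11), the kinase Dclk3 39.3-fold (log2 -5.30 ± 0.28, adjusted p = 3.02e-10) and the cytokine signalling inhibitor Socs3 24.7-fold (log2 -4.63 ± 0.38, adjusted p = 8.56e-08). Dnah5, the outer arm dynein, was 27.1-fold higher (log2 -4.76 ± 0.21, adjusted p = 2.19e-11). Oc90 was 27.6-fold higher (log2 -4.79 ± 0.38, adjusted p = 4.51e-08), at 14.2%, 14.8% and 33.6% of the vestibular ENHC level on the 3 vestibular HC arrays and 0.403% to 0.917% of the cochlear ENHC level on the cochlear ones. Detected in vestibular but not cochlear HC were the protocadherin Pcdh20 (at least 29.3-fold), the transporter Mfsd7a (at least 19.6-fold), the homeobox factor Meis2 (at least 17.7-fold) and the oxidase Fmo2 (at least 13.1-fold). Ocm was detected on all HC arrays and 6.32-fold higher in vestibular HC (log2 -2.66 ± 0.29, adjusted p = 1.94e-06). Atoh1 was 1.99-fold higher in cochlear HC (log2 0.99 ± 0.19, adjusted p = 0.00111), a call that ended with only the arrays compared (adjusted p = 0.0611, over all alternatives 0.000192 to 0.0611). Rfx2 was 2.52-fold higher in vestibular HC (log2 -1.33 ± 0.39, adjusted p = 0.0262), a call that ended in 7 of 30 alternatives, where adjusted p ranged from 0.00834 to 0.128, including without replicate 1 or 2 of Cochlear HC or 1 or 3 of Vestibular HC. Rfx3 (log2 -0.46 ± 0.41, adjusted p = 0.566), Rfx1 (log2 -0.38 ± 0.33, adjusted p = 0.562), Gfi1 (log2 -0.45 ± 0.27, adjusted p = 0.34), Pou4f3 (log2 0.17 ± 0.22, adjusted p = 0.726), Epcam (log2 -0.50 ± 0.24, adjusted p = 0.196) and Rfxap were not called. Of 10 macrophage and leukocyte markers 1, Laptm5 itself, was higher and 0 were lower (the same adjusted over the list alone).

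In all 1687 genes differed between the HC of the organs, 734 higher and 953 lower in the cochlea. With only the 6 HC arrays in the fit, 864 were called, 341 higher and 523 lower.

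The axoneme list had the smallest camera p of the lists in this contrast. Of 48 axoneme and motile cilium genes 0 were higher and 34 lower (0 and 38 adjusted over the list alone) in cochlear HC, with a median of -1.20 (-0.96 with bounds) and camera adjusted p = 3.39e-24. Iqca, a regulator of ciliary dynein, fell 3.73-fold (log2 -1.90 ± 0.17, adjusted p = 2.05e-07), and the dynein genes Dnah11 (log2 -2.12 ± 0.20, adjusted p = 3.41e-07) and Dnaic1 (log2 -2.54 ± 0.25, adjusted p = 6.1e-07) were lower too. Without the 20 members that are also putative RFX targets, an alternative chosen after the data were seen, 22 of 28 were lower and 0 higher, with a median of -1.24 and an unadjusted camera p of 1.13e-18. Of 215 putative RFX targets 5 were higher and 64 lower (7 and 76 adjusted over the list alone), with a median of -0.35 and camera adjusted p = 9.18e-12, and they are no independent evidence here either. Of 41 intraflagellar transport genes 0 were higher and 6 lower (the same adjusted over the list alone), with a median of -0.30 and camera adjusted p = 0.00162 and 0.252 with an estimated correlation.

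Hair cell lists were tested in the same contrast. Of 38 hair bundle genes 4 were higher and 7 lower (5 and 7 adjusted over the list alone), with camera adjusted p = 0.483. The actin bundlers Fscn1 (log2 -2.79 ± 0.37, adjusted p = 2.37e-05) and Pls3 (log2 -1.21 ± 0.18, adjusted p = 0.000106) were lower and the myosin Myo3a was higher (log2 1.91 ± 0.36, adjusted p = 0.00103). Of 10 hair cell transcription factors 3 were higher and 0 lower (the same adjusted over the list alone), with camera adjusted p = 0.0106 and 0.0515 with an estimated correlation. Barhl1 was 2.98-fold higher in cochlear HC. Of 12 calcium buffer and channel genes 6 were higher and 4 lower (the same adjusted over the list alone), with camera adjusted p = 0.326. Calb1, a calcium buffer, was at least 3.9-fold higher and the potassium channels Kcnj2 (6.87-fold) and Kcnma1 (4.42-fold) were lower. Of 26 synaptic genes 8 were higher and 4 lower (10 and 4 adjusted over the list alone), with camera adjusted p = 0.0446 and 0.343 with an estimated correlation. This list was not called with the replicate number as a block (adjusted p = 0.056), with median scaling (0.0591), or without replicate 2 or 3 of Cochlear HC, Vestibular HC or Vestibular ENHC, with a range over alternatives of the values and arrays of 0.021 to 0.166. The syntaxin Stx1a was at least 3.02-fold higher and Slc17a8 5.09-fold lower in cochlear HC. Of 7 genes known to differ towards the cochlea 4 were higher and 1 lower (the same adjusted over the list alone), with camera adjusted p = 0.000119. Of 6 known to differ towards the vestibular system 0 were higher and 3 lower (the same adjusted over the list alone), with camera adjusted p = 0.00736 and 0.0515 with an estimated correlation. Of 57 deafness orthologues 6 were higher and 12 lower (8 and 12 adjusted over the list alone), with camera adjusted p = 0.65. Their median (0.17) and mean (-0.10) differ in sign. Of 15 matrix genes 2 were higher and 9 lower (the same adjusted over the list alone) in cochlear HC, with a median of -1.24 (-0.87 with bounds) and camera adjusted p = 2.26e-05 and 0.136 with an estimated correlation. Otoa reached 27.3%, 34.7% and 61.0% of the vestibular ENHC level on the vestibular HC arrays. Whether ENHC RNA in all 3 vestibular HC arrays adds to such levels was not tested. Of 21 epithelial genes 2 were higher and 8 lower (2 and 10 adjusted over the list alone), with camera adjusted p = 0.00736 and 0.138 with an estimated correlation.

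**Figure D3:**
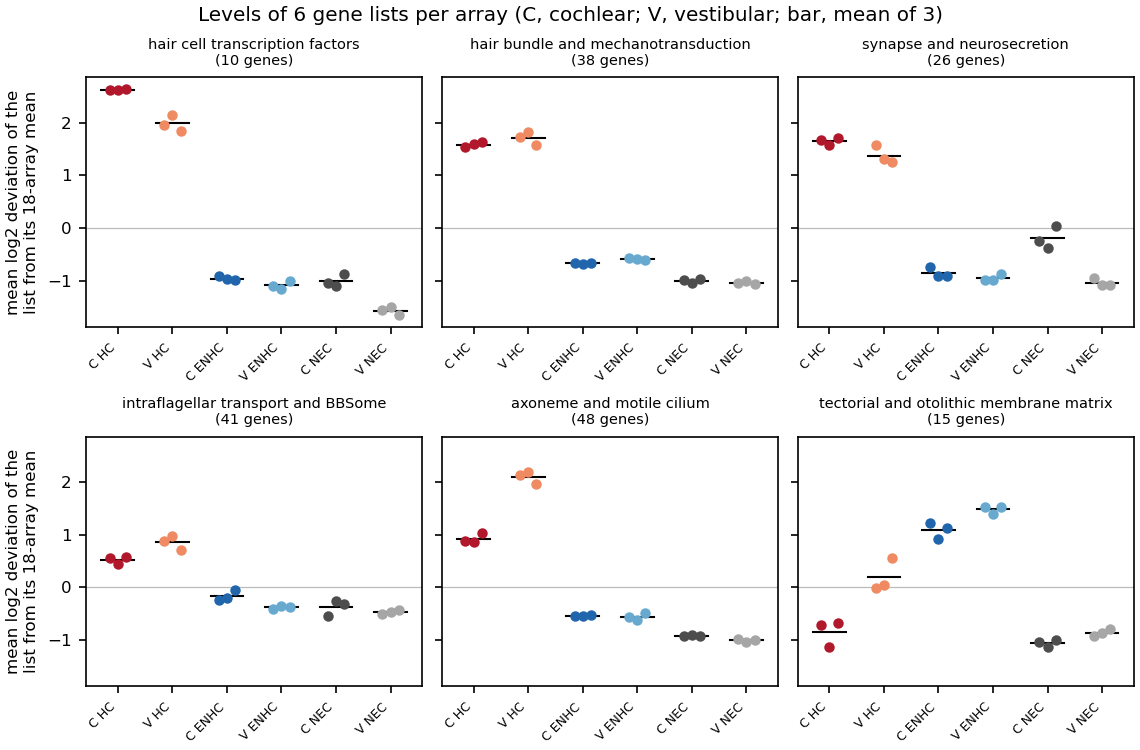
Mean deviation of 6 gene lists from the mean over all arrays, on the log2 scale on the vertical axis, with 1 point per array and the 6 groups along the horizontal axis. The axoneme list (48 genes) is higher in vestibular than in cochlear HC, and the hair bundle list (38 genes) lies close in both.

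Cochlear against vestibular ENHC, with n = 3 arrays on each side, asks how the epithelia around the hair cells differ. The proteoglycan Epyc was 60.3-fold higher in the cochlea (log2 5.92 ± 0.60, adjusted p = 1.27e-06). Of the vestibular ENHC arrays replicate 3 alone detected Epyc (8.18, against 4.72 and 4.93 on the others), so its fold rests on that array. Also higher in the cochlea were the procollagen enhancer Pcolce2 31.4-fold (log2 4.97 ± 0.42, adjusted p = 1.1e-07) and the adhesion receptor Adgrg2 26.8-fold (log2 4.75 ± 0.31, adjusted p = 4.49e-09). Lum, a matrix proteoglycan, was 22.8-fold higher (log2 4.51 ± 0.36, adjusted p = 5.36e-08), the chloride channel gene Clic6 15.1-fold (log2 3.91 ± 0.31, adjusted p = 5.36e-08) and the homeobox factor Irx3 12.4-fold (log2 3.64 ± 0.25, adjusted p = 8.59e-09). Detected in cochlear but not vestibular ENHC were the thyroid hormone receptor Thrb (at least 10.6-fold), the nuclear receptor Nr2e1 (at least 10.2-fold), the protease inhibitor Spink5 (at least 7.44-fold) and the retinoid carrier Crabp1 (at least 6.83-fold). In vestibular ENHC, Zpld1, a protein of the cupula, was 54.2-fold higher (log2 -5.76 ± 0.38, adjusted p = 4.49e-09), the TGF-beta carrier Ltbp1 22.4-fold (log2 -4.48 ± 0.42, adjusted p = 5.09e-07) and the growth factor carrier Igfbp2 16.5-fold (log2 -4.04 ± 0.20, adjusted p = 2.2e-10). The retinoic acid enzymes Aldh1a3 (19.3-fold, log2 -4.27 ± 0.25, adjusted p = 1.74e-09) and Aldh1a1 (16.6-fold, log2 -4.05 ± 0.39, adjusted p = 5.38e-07) and the homeobox factor Dlx5 (15.8-fold, log2 -3.98 ± 0.33, adjusted p = 9.7e-08) were higher there as well. Detected in vestibular but not cochlear ENHC were the matrix protein Vit (at least 19.2-fold), the myosin-binding protein Mybpc1 (at least 14.1-fold), the Notch-like ligand Dlk1 (at least 13.3-fold) and Fndc7, a fibronectin repeat protein (at least 12.2-fold).

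In all 1296 genes differed, 636 higher and 660 lower in the cochlea. The share higher was 49.1%, and 56.0% with median scaling. Of 25 supporting cell and prosensory genes 9 were higher and 1 lower (14 and 3 adjusted over the list alone), with a median of 0.63 and camera adjusted p = 0.000162 and 0.199 with an estimated correlation. Gata3, a zinc finger factor of the cochlea, was at least 3.06-fold higher, Cd44, a hyaluronan receptor, 4.76-fold and Lgr5, a Wnt-linked receptor of supporting cells, at least 2.42-fold, while Pax2 was lower (log2 -2.00 ± 0.20, adjusted p = 8.89e-07). Matrix genes went both ways (3 higher and 3 lower of 15, the same adjusted over the list alone, camera adjusted p = 0.279). The otoconial protein Otol1 was 7.13-fold lower (log2 -2.83 ± 0.27, adjusted p = 4.77e-07) and Tectb higher (log2 1.32 ± 0.22, adjusted p = 0.000335) in the cochlea. Of 9 ion transport genes 1 was higher and 4 lower (4 and 4 adjusted over the list alone), with camera adjusted p = 0.311. The median of the list (0.68) and its mean (-0.56) differ in sign. Of 48 axoneme genes 1 was higher and 3 lower (the same adjusted over the list alone), with camera adjusted p = 0.994. Of 215 putative RFX targets 11 were higher and 7 lower (10 and 7 adjusted over the list alone), again no independent evidence, with camera adjusted p = 0.478. Neither Rfx2 (log2 -0.64 ± 0.39, adjusted p = 0.39) nor any other RFX gene was called, nor were Atoh1, Gfi1, Pou4f3, Ocm, Epcam and Slc26a5.

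Cochlear against vestibular NEC, with n = 3 arrays on each side, asks how the tissue outside the epithelium differs between the organs. The receptor Qrfprl was 16.5-fold higher in cochlear NEC (log2 4.05 ± 0.43, adjusted p = 4.91e-06), the peptidase Mme 13.4-fold (log2 3.74 ± 0.32, adjusted p = 2.9e-07) and Lypd1, which binds nicotinic receptors, 12.4-fold (log2 3.63 ± 0.33, adjusted p = 7.53e-07). Pvalb (at least 11.9-fold) and Nefm (at least 11.1-fold) were detected in cochlear but not vestibular NEC. In vestibular NEC, the mast cell peptidase Cpa3 was 10.7-fold higher (log2 -3.42 ± 0.43, adjusted p = 3.75e-05), the cytokine Il33 8.16-fold (log2 -3.03 ± 0.27, adjusted p = 6.26e-07) and the contactin Cntn6 8.08-fold (log2 -3.02 ± 0.21, adjusted p = 2.52e-08). The carbonic anhydrase Car3 (at least 6.56-fold) and the retinol carrier Rbp4 (at least 5.56-fold) were detected in vestibular but not cochlear NEC.

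In all 735 genes differed, 339 higher and 396 lower in the cochlea. The share higher was 46.1%, and 54.6% with median scaling. The count was 479 without Cochlear NEC replicate 3 and 1372 with array weights. Of 18 neuron markers 10 were higher and 0 lower (14 and 2 adjusted over the list alone) in cochlear NEC, with a median of 1.02 (0.86 with bounds) and camera adjusted p = 7.18e-17, and 0.00983 with an estimated correlation. The growth cone protein Stmn2 was at least 8.28-fold higher, the migration protein Dcx at least 6.74-fold and the reticulon Rtn1 8.93-fold (log2 3.16 ± 0.25, adjusted p = 1.21e-07). Of 26 synaptic genes 10 were higher and 0 lower (the same adjusted over the list alone), with camera adjusted p = 5.63e-08, and 0.026 with an estimated correlation, among them Snap25, a vesicle fusion protein (at least 3.3-fold). Of 15 endothelium markers 1 was higher and 9 lower (1 and 12 adjusted over the list alone), with camera adjusted p = 1.54e-09, and 0.026 with an estimated correlation. Flt1, a receptor of vessels, fell 2.88-fold (log2 -1.53 ± 0.22, adjusted p = 0.000178) while Emcn rose (log2 0.90 ± 0.17, adjusted p = 0.00211). Of 10 macrophage and leukocyte markers 0 were higher and 5 lower (0 and 8 adjusted over the list alone), with camera adjusted p = 4.87e-08 and 0.0817 with an estimated correlation, among them the lysozyme Lyz1 (log2 -1.59 ± 0.29, adjusted p = 0.00151). Of 5 melanocyte markers 2 were higher and 0 lower (the same adjusted over the list alone), with camera adjusted p = 0.00296 and 0.0672 with an estimated correlation. Of 11 Schwann cell and glia markers 0 were higher and 1 lower (0 and 2 adjusted over the list alone), with camera adjusted p = 0.00386 and 0.116 with an estimated correlation. None of the RFX genes was called, nor were Atoh1, Gfi1, Pou4f3, Ocm, Slc26a5 and Epcam.

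The interaction asks whether the difference between HC and ENHC itself differs between organs. It was called for 1274 genes, with the log2 difference of HC minus ENHC more positive in the cochlea for 537 and in the vestibular system for 737. Of these, 413 were called in the same direction in both organs, 105 in opposite directions, 417 in the cochlea alone, 326 in the vestibular system alone and 13 in neither. Only 649 of the 1274 were detected in all 4 groups, and the other values rest in part on background. HC minus ENHC was more positive in the cochlea for Zfp503 (log2 5.88 ± 0.60, adjusted p = 2.67e-06), Laptm5 (log2 5.0 ± 0.96, adjusted p = 0.00145) and the calcium pump Atp2a3 (log2 4.33 ± 0.61, adjusted p = 6.91e-05). Without Vestibular ENHC replicate 1, the only array of its group to detect it, Laptm5 gave 3.84, in part on background. The channel gene Pkd2l1 (log2 -4.87 ± 0.50, adjusted p = 3.08e-06), Adgrg2 (log2 -4.44 ± 0.44, adjusted p = 1.9e-06) and Rai2, which responds to retinoic acid (log2 -4.16 ± 0.36, adjusted p = 4.55e-07), were shifted the other way. Slc26a5 (adjusted p = 9.9e-11), Ocm (0.000118) and Atoh1 (0.0191) were called too, but ENHC did not detect them, so their interaction has no measured size and restates the difference between the HC. The call of Atoh1 ended with median scaling (0.159) and with only the arrays compared (0.0604), with a range of adjusted p over the alternatives of 0.00453 to 0.159. Of 48 axoneme genes 0 were higher and 26 lower (0 and 32 adjusted over the list alone), with a median of -1.19 and camera adjusted p = 8.37e-19. Of these, 18 were detected in all 4 groups, 0 higher and 6 lower, with a median of -0.69. Dnah5, called too (8.18e-08), was undetected in cochlear ENHC. Without the putative RFX targets, 16 of 28 were lower and 0 higher, with a median of -1.32. Of 215 putative RFX targets 2 were higher and 54 lower (5 and 67 adjusted over the list alone), again no independent evidence, with a median of -0.51 and camera adjusted p = 1.45e-11. Of 41 intraflagellar transport genes 0 were higher and 5 lower (the same adjusted over the list alone), with a median of -0.63 and camera adjusted p = 0.00014 and 0.193 with an estimated correlation. Of 38 hair bundle genes 3 were higher and 3 lower (4 and 4 adjusted over the list alone), with camera adjusted p = 0.981. Rfx3 (log2 -0.70 ± 0.58, adjusted p = 0.582) and the other RFX genes were not called in the interaction, nor were Gfi1, Pou4f3 and Epcam.

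**Figure D4:**
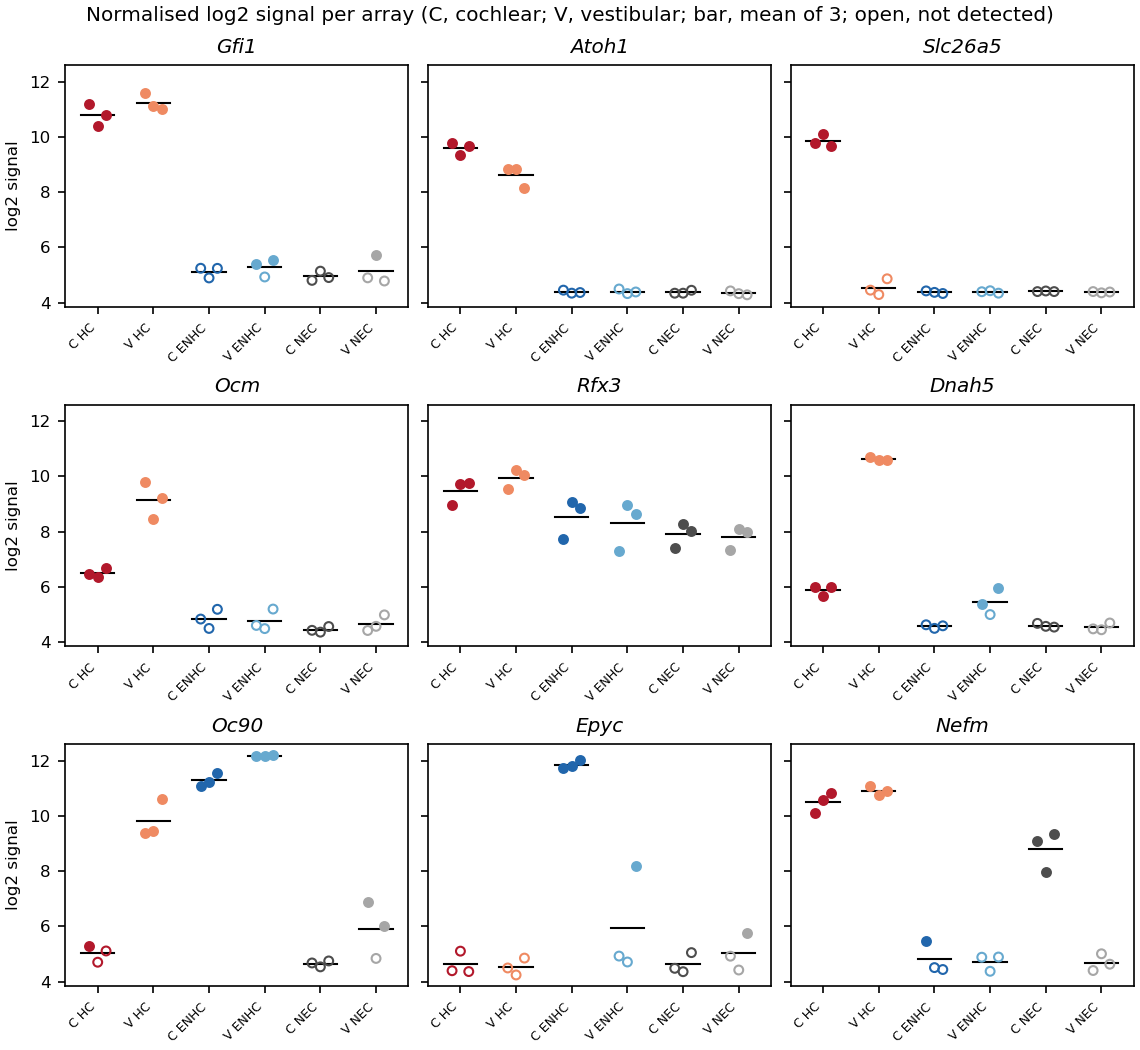
Signal per array on the log2 scale (vertical axis) of Gfi1, Atoh1, Slc26a5, Ocm, Rfx3, Dnah5, Oc90, Epyc and Nefm, with the 6 groups along the horizontal axis and open points where a probe was not detected. Slc26a5 is detected on the 3 Cochlear HC arrays alone, and Dnah5 is highest in Vestibular HC.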

Values the study reported

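The study reports that 23,051 probes were detected, for 17,275 genes, and that 6,556 probes, for 4,269 genes, differed at a false discovery rate of 5%. It reports 276 probes and 158 annotated genes as HC markers, 11 of them specific to the cochlea and 13 to the vestibular system, and 32 genes as ENHC markers, 7 and 4 of them specific to an organ. Of 70 mouse orthologues of deafness genes, 56 were detected. It lists 225 putative RFX targets.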

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

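Of the tests in this part, the one that sets axoneme against hair bundle genes and the counts over other splits of the samples were chosen only after the result was seen.

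The results named here drew attention because the difference between HC and ENHC differs between the organs by the interaction test. The test called 1274 genes. On simulated data with fewer changed genes, 14.5% of its calls were false, above the 5% aimed at. The share here is unknown. Of 100 splits of the arrays between organs within HC and within ENHC, 2 gave as many genes, the real one included. The splits break up organ differences too and cannot decide on chance for the interaction. The other of the 2, with 2103 genes, exchanges organs within 1 cell type and so sums the organ differences.

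Lists with an interaction were the axoneme and motile cilium genes (median log2 -1.19, and -0.69 over the 18 of 48 detected in all 4 groups), the intraflagellar transport and BBSome genes (-0.63, camera adjusted p = 0.00014 and 0.193 with an estimated correlation), the putative RFX targets (-0.51) and the genes known to differ towards the vestibular system (-1.11), where negative values mean that HC minus ENHC is more positive in the vestibular system. For the last list 3 of 6 genes were lower (the same adjusted over the list alone, camera adjusted p = 0.00473), among them Oc90. The supporting cell and prosensory list (-0.47, camera adjusted p = 0.00708 and 0.355 with an estimated correlation) was not called without Vestibular HC replicate 3 (camera adjusted p = 0.0841), and the matrix list (-0.58, camera adjusted p = 0.0274 and 0.544 with an estimated correlation) was not called without Vestibular HC replicate 3 (0.0886), Cochlear HC replicate 2 (0.0576) or Cochlear ENHC replicate 1 (0.0604). Over the alternatives of values and arrays, adjusted p reached 0.00157 to 0.0841 for the first and 0.0085 to 0.0886 for the second. Single genes with an interaction were Zfp503 (5.88), Laptm5 (5.0) and Atp2a3 (4.33) towards the cochlea and Pkd2l1 (-4.87), Adgrg2 (-4.44) and Rai2 (-4.16) towards the vestibular system. For Slc26a5, Atoh1 and Ocm, also called, ENHC lay at background, and the model values (5.33, 1.01 and -2.74) are no measured interactions. Groups of 3 arrays were not tested for outlying samples.

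The lower axoneme genes of cochlear HC are a candidate difference between hearing and balance hair cells at this age. Their mean difference was -1.17 (95% interval -1.29 to -1.06), while hair bundle genes, most of which were higher in HC than in ENHC and NEC, differed by -0.12 (-0.23 to -0.02), above the bound of -0.59 set for this test, which argues against fewer hair cells in the cochlear samples. Over 5 other background corrections, normalizations and tables the median of the list stayed at or below -0.70 with 0 genes higher, which argues against the processing as the source. Without Vestibular HC replicate 3, which stands apart, the median was -1.19, so that this array does not carry the pattern. What stays open is the organ itself, including the age at which each type of hair cell matures or keeps its kinocilium, and a different response to dissociation, whose list was also lower in cochlear HC (median -0.73, camera adjusted p = 0.000257 and 0.0659 with an estimated correlation), and neither explanation was tested.

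Vestibular HC replicate 3 lay towards ENHC on the first principal component. Over 40 genes that the other arrays of the group did not detect it stood at a median of 6.36% of the vestibular ENHC level, above the 2.95% of the highest other HC array, with 20 of them detected, and Ttr reached 7.6% and Vmo1 3.72%. Not every ENHC gene was highest there, since Matn1 stood at 1.76% against 8.21% in replicate 1, Krt23 at 13.7% against 16.8% and 17.4%, and Slc26a4 at 13.8% against 16.5% in replicate 1. The 6.36% leaves out ENHC RNA shared by all 3 arrays. ENHC RNA in this sample is a candidate source, from cells that passed the GFP gate or from free RNA. For NEC genes the share was 2.12% against 1.93% in the highest other array, too close to decide.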

How the results depend on the processing

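The tests in this part were planned, and only the marker rule over both organs and the axoneme list without putative RFX targets were added after the result was seen, while the planned counts without Vestibular HC replicate 3 were singled out then. No named gene that was called turned its direction in any alternative, and no list called by camera turned the direction of its test. Of 148 results for named genes that were called, 7 lost their call in some alternative, namely Rfx2 in 3 contrasts, Epcam in each organ, and Atoh1 between HC of the organs and in the interaction. Of 54 that were not called, 4 were called in some alternative, namely Rfx3 within the cochlea and between ENHC and NEC, and Rfx1 and Rfx2 between HC and NEC. Counts of called genes kept within 1.5 times of their value for HC against ENHC (4961 to 6334), within the cochlea (3611 to 5998), within the vestibular system (3042 to 4837), HC against NEC (6218 to 7446), ENHC against NEC (3182 to 4562), the organs' ENHC (935 to 1797) and the interaction (962 to 1688). So did the probes that differ among the groups (12260 to 17136) and the HC marker genes (133 to 240).

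Counts that moved more were these. Between cochlear and vestibular HC, 864 genes were called with only the HC arrays, so with the spread of HC alone. The cause was not tested. For cochlear vs vestibular HC without Vestibular HC replicate 3 the count stayed within 1.5 times (1451 in place of 1687). Between cochlear and vestibular NEC, 1372 were called with array weights, and leaving out single arrays gave 479 to 808; the cause was not tested. ENHC marker genes numbered 19 with no normalization, 58 with 200 in place of 250 and 49 with the mean of 3 arrays above 250 in place of each array, and the last pair are looser rules by construction, while for the first the cause was not tested. With the limit of 120 on the other cell types of both organs, a stricter rule by construction, ENHC marker genes numbered 20, NEC marker genes 71 in place of 117 and all marker genes 224 in place of 337. Of 207 list results, 111 were called at the preset correlation, 63 with an estimated correlation and 144 by fry, which asks another question by construction, and the cause of the fall with an estimated correlation was not tested. Leaving out single arrays gave 106 to 118 list calls, and 6 of the 111 were lost without Vestibular HC replicate 3.

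Median scaling moved the median log2 difference of all genes by 0.112 for HC against ENHC, 0.159 in the vestibular system, 0.104 for HC against NEC, 0.122 between the organs' ENHC and -0.118 in the interaction. Differences smaller than these depend on the scaling, and so does the balance of directions. With median scaling the share of called genes that were higher went from 47.0% to 56.4% for HC against ENHC, 46.3% to 50.4% in the cochlea, 48.8% to 60.5% in the vestibular system, 49.1% to 55.5% for HC against NEC, 49.1% to 56.0% between the organs' ENHC and 46.1% to 54.6% between their NEC. Of 234 list medians, 23 turned sign in some of 5 alternatives of the values, none of them beyond 0.171 in size, and 1 of these belongs to a list called by camera, the genes known to differ towards the cochlea in ENHC against NEC. Genes near the array background have compressed differences, and without background correction the axoneme median between HC of the organs was -0.70 in place of -1.20.

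The replicate block and the pairing of samples were checked together. Same-numbered arrays shared deviations from their group means in 11 of 15 pairs of groups, with correlations across genes from -0.013 to 0.504 and a limit of 0.1, and the pairs below it all involve Vestibular HC. With the replicate block, calls numbered 6334 for HC against ENHC, 5042 in the cochlea, 4837 in the vestibular system, 7425 for HC against NEC, 4477 for ENHC against NEC, 2204, 1797 and 1010 between the organs' HC, ENHC and NEC, and 1688 in the interaction, with 15983 probes in the F test and 108 list calls. With the block Rfx3 passed in the cochlea and between ENHC and NEC and Rfx1 between HC and NEC. The list of genes known to differ towards the cochlea lost its call for HC against ENHC over both organs (adjusted p = 0.0529) and in the cochlea (0.0631), as the synaptic list did between HC of the organs, and no other call of a named gene or list changed. A block for the chip was not run, since no source used here names the chip of an array.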

Other observations

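In this part the tests on neuron markers in NEC and the counts over other splits of the samples were chosen only after the result was seen. Proliferation genes set the sorted cells apart beside the hair cell program. Cell cycle genes were lower in HC than in NEC for 25 of 33 measured and lower in ENHC than in NEC for 25, and against ENHC 13 were lower and 4 higher in HC (4 and 14 adjusted over the list alone, camera adjusted p = 0.139). Birc5, a mitotic survival protein, fell 5.21-fold in HC against NEC (log2 -2.38 ± 0.19, adjusted p = 2.4e-09). The replication helicase gene Mcm4 fell 2.31-fold against ENHC (log2 -1.21 ± 0.17, adjusted p = 6.24e-06), whereas Mcm6 rose 3.53-fold against ENHC (log2 1.82 ± 0.20, adjusted p = 4.64e-07).

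Early response genes, which cell dissociation can induce, were lower in HC than in ENHC for 11 of 19 measured and higher for 2 (the same adjusted over the list alone, camera adjusted p = 0.009 and 0.124 with an estimated correlation). Klf4, a zinc finger factor, fell 2.37-fold (log2 -1.24 ± 0.12, adjusted p = 4.52e-08) and the nuclear receptor Nr4a1 3.43-fold (log2 -1.78 ± 0.21, adjusted p = 1.05e-06), and the chaperone Hsph1 rose 2.69-fold (log2 1.43 ± 0.20, adjusted p = 8.25e-06).
The same list was lower in cochlear than in vestibular cells, for 7 genes in HC (0 and 10 adjusted over the list alone, camera adjusted p = 0.000257 and 0.0659 with an estimated correlation). In ENHC 5 genes were lower (0 and 9 adjusted over the list alone, camera adjusted p = 1.01e-05 and 0.108 with an estimated correlation) and in NEC 1 (the same adjusted over the list alone, camera adjusted p = 0.000522 and 0.0817 with an estimated correlation). Klf4 fell 3.93-fold in cochlear against vestibular HC (log2 -1.97 ± 0.16, adjusted p = 9.42e-08).

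Markers of other cell types went different ways in HC against ENHC. Of 18 neuron markers 8 were higher and 3 lower (the same adjusted over the list alone) in HC, with camera adjusted p = 0.0307 and 0.303 with an estimated correlation. Nefm and the neurofilament Nefl (at least 6.78-fold) are among them. Of 10 macrophage markers 2 were higher and 0 lower (the same adjusted over the list alone), and Laptm5 rose 7.02-fold (log2 2.81 ± 0.48, adjusted p = 7.37e-05) while the median of the list (-0.04) and its mean (0.26) differ in sign. Of 18 mesenchyme markers 1 was higher and 9 lower (2 and 9 adjusted over the list alone), with camera adjusted p = 0.00418. Of 11 Schwann cell and glia markers 3 were higher and 5 lower (the same adjusted over the list alone), with camera adjusted p = 0.525. Of 4 cartilage and bone markers 0 were higher and 3 lower (the same adjusted over the list alone).

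Neuron markers were higher in cochlear than in vestibular NEC for 10 of 18 genes. Hair cell RNA in the cochlear NEC samples is argued against, since 50 genes of the hair cell lists stood in cochlear NEC at a median of 4.58% of the cochlear HC level, 33 of them undetected there, with an upper quartile of 14.4%, while the 5 raised neuron markers that were higher in HC and detected on all cochlear HC arrays stood at 31.6% to 273%. Neurons in these samples are a likely source, since 4 raised markers were not higher in HC than in ENHC, and the sort did not remove neurons from NEC. Of these Dcx, Tubb3 and Stmn2 were not detected on any cochlear HC array, whereas Rtn1 stood at 10.25 in cochlear HC and 9.76 in cochlear NEC and does not tell them apart. Whether cochlear tissue holds more neurons or gave them up more readily in dissociation stays open and was not tested.

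Other splits of the samples were counted for each comparison. For HC against ENHC over both organs, 1 of 100 splits, the real one, gave as many genes (5644, highest other 3171, a split that keeps the real groups in 1 organ). The same 1 of 100 held for HC against NEC (6877, highest other 4009) and ENHC against NEC (3863 and 1623). It also held for the 6 groups (13953 and 1043 probes). Other splits mix cell types and so lose calls. Batch and single genes are untested. The splits of 3 against 3 arrays, 10 in each comparison with only the real 1 as large, are too few for a share under 0.05. Their real and highest other counts were 4324 and 0 in the cochlea, 4142 and 5 in the vestibular system, 1687 and 1 between the organs' HC, 1296 and 0 between their ENHC and 735 and 1 between their NEC.

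Probes that differ by cell type, organ or their interaction in the unmoderated 2-way model numbered 14564, and they stand for 8429 genes. Both counts exceed the study's, but the probes kept and the processing differ.

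Marker genes specific to 1 organ numbered 5 in cochlear and 1 in vestibular HC, and 3 in cochlear and 2 in vestibular ENHC, by the detail chosen here. Each count is lower than the value quoted from the study above.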
